# The microbiome buffers tadpole hosts from heat stress: a hologenomic approach to understand host–microbe interactions under warming

**DOI:** 10.1242/jeb.245191

**Published:** 2023-01-13

**Authors:** Samantha S. Fontaine, Kevin D. Kohl

**Keywords:** Gut microbes, Thermal tolerance, Transcriptomics, Metagenomics, Amphibians

## Abstract

Phenotypic plasticity is an important strategy that animals employ to respond and adjust to changes in their environment. Plasticity may occur via changes in host gene expression or through functional changes in their microbiomes, which contribute substantially to host physiology. Specifically, the presence and function of host-associated microbes can impact how animals respond to heat stress. We previously demonstrated that ‘depleted’ tadpoles, with artificially disrupted microbiomes, are less tolerant to heat than ‘colonized’ tadpoles, with more natural microbiomes. However, the mechanisms behind these effects are unclear. Here, we compared gene expression profiles of the tadpole gut transcriptome, and tadpole gut microbial metagenome, between colonized and depleted tadpoles under cool or warm conditions. Our goal was to identify differences in host and microbial responses to heat between colonized and depleted tadpoles that might explain their observed differences in heat tolerance. We found that depleted tadpoles exhibited a much stronger degree of host gene expression plasticity in response to heat, while the microbiome of colonized tadpoles was significantly more heat sensitive. These patterns indicate that functional changes in the microbiome in response to heat may allow for a dampened host response, ultimately buffering hosts from the deleterious effects of heat stress. We also identified several specific host and microbial pathways that could be contributing to increased thermal tolerance in colonized tadpoles including amino acid metabolism, vitamin biosynthesis and ROS scavenging pathways. Our results demonstrate that the microbiome influences host plasticity and the response of hosts to environmental stressors.

## INTRODUCTION

Increasing global temperatures is one of the largest threats facing animal populations in current times, and the deleterious effects of heat stress have begun to alter organismal physiology (Dillon et al., 2010) and behavior (Beever et al., 2017), ultimately with negative consequences for animal fecundity and survival (Moreno and Møller, 2011). For populations to persist, animals must evolve rapidly to these new conditions or employ phenotypic plasticity if temperatures change too quickly for evolution to occur (Seebacher et al., 2015). Plasticity in organismal gene expression can lead to coordinated and conserved responses that allow animals to better tolerate extreme heat events. For example, heat induces the upregulation of several classes of heat shock proteins (HSPs) which perform a variety of functions to prevent cellular damage from heat, including clearing misfolded proteins, repairing DNA damage, and inducing transcription of other stress response pathways (Richter et al., 2010). These responses ultimately act to increase animal survivorship under thermal stress (Harada and Burton, 2019). Gene expression responses to heat can vary from relatively few genes to large transcriptome-wide shifts in expression (Logan and Cox, 2020). However, we still lack a complete understanding of how changes in gene expression in response to heat translate to changes in whole-animal performance or fitness. Specifically, there is not always concordance between the magnitude of gene expression plasticity in response to heat and the shift in whole-organism heat tolerance (Logan and Cox, 2020). Therefore, there may be other factors that play a role in regulating animal responses to heat.

In addition to host responses to the environment, animals harbor dense and diverse communities of microorganisms (bacteria, fungi, archaea, etc.), collectively termed the microbiome, that influence their host's physiology, resulting in ‘emergent phenotypes’ (Lynch and Hsiao, 2019) that can enhance phenotypic plasticity and shape how organisms respond to environmental challenges (Alberdi et al., 2016). For example, in mammalian herbivores, gut microbial communities help hosts break down difficult-to-digest plant material and facilitate feeding on toxic food sources through the breakdown of plant secondary compounds (Kohl et al., 2014). Gut microbial communities of several invasive amphibian species have been shown to be exceptionally plastic in response to environmental change and may help facilitate host adaptation to novel environments (Wagener et al., 2020 preprint; Fontaine and Kohl, 2020; Zhou et al., 2020 preprint). Additionally, in hibernating mammals, exposure to cold can change the gut microbiota, and these changes result in increased energy acquisition, cold tolerance of the host, and nutritional balance during hibernation (Sommer et al., 2016; Chevalier et al., 2015; Regan et al., 2022). By altering host phenotypes in these ways, the microbiome can ultimately shape host responses to selective pressures, and the evolutionary trajectories of populations (Henry et al., 2021).

In ectothermic animals, host colonization with individual microbial symbionts as well as more complex microbial communities can have protective effects when animals face heat stress (Hector et al., 2022). In invertebrate systems, individual microbial symbionts can increase host growth rates (Harmon et al., 2009; Russell and Moran, 2006), fecundity (Hoang et al., 2019; Montllor et al., 2002) and survival under heat stress conditions (Russell and Moran, 2006; Nakagawa et al., 2016; Brumin et al., 2011; Berkelmans and Van Oppen, 2006), as well as their behavioral preference for warm environments (Porras et al., 2020) and the upper lethal limits of thermal tolerance (critical thermal maximum, CT_max_) (Porras et al., 2020). These effects can ultimately facilitate host adaptation to thermally stressful environments (Hoang et al., 2021). In invertebrates with more complex microbial communities, gut microbial transplants from flies reared at cooler temperatures reduce the CT_max_ of recipient flies (Moghadam et al., 2018), and axenic flies exhibit poorer survival than conventionalized flies under heat stress (Jaramillo and Castañeda, 2021). Mechanistically, the protective effects of microbes for invertebrate hosts under heat stress involve the colonization-mediated stimulation of host gene upregulation of oxidative stress response pathways (Nakagawa et al., 2016), cytoskeleton genes that protect cellular integrity (Brumin et al., 2011), and HSPs (Porras et al., 2020). Additionally, bacterially derived metabolites and HSPs may also act to increase their host's heat tolerance directly (Burke et al., 2010; Dunbar et al., 2007).

In a vertebrate system, we previously demonstrated a link between the gut microbiota of an ectothermic vertebrate and the host's heat tolerance (Fontaine et al., 2022). Specifically, we raised tadpoles of the green frog (*Lithobates clamitans*) in two conditions which differed in their environmental microbial exposure. ‘Colonized’ tadpoles were raised in natural pond water and had gut microbiomes that were significantly more diverse and differed in composition from those of ‘depleted’ tadpoles, which were raised in autoclaved pond water to reduce the microbial diversity of this environmental source for inoculation (Fontaine et al., 2022). Compared with colonized tadpoles, depleted tadpoles had lower acute heat tolerance measured via CT_max_, poorer locomotor performance at high temperatures, and ultimately lower survival under heat stress conditions (32–34°C) (Fontaine et al., 2022), indicating that commensal microbial communities can also influence host heat tolerance in vertebrate hosts. These results were consistent with previous correlative studies in lizards showing associations between gut microbiota composition and host CT_max_ (Moeller et al., 2020), and microbiota diversity with animal survival under warming conditions (Bestion et al., 2017). Interestingly, depleted tadpoles also had lower activity of aerobic mitochondrial enzymes and reduced metabolic rates at high temperatures in large-bodied individuals (Fontaine et al., 2022), which could explain differences in their thermal tolerance (Pörtner et al., 2017). However, the mechanisms governing the relationship between ectothermic vertebrate gut microbial communities and host heat tolerance are far less resolved than those among invertebrate hosts.

Here, we use a ‘hologenomics’ approach to identify potential mechanistic pathways that may underlie the relationships observed between tadpole heat tolerance and their gut microbial communities. Specifically, we analyzed the host gut transcriptome and tadpole gut microbial metagenome in colonized and depleted *L. clamitans* tadpoles under non-stressful or heat stress conditions. Such hologenomic approaches have been called for to answer outstanding questions regarding the evolution of relationships between hosts and microbes (Alberdi et al., 2022), and have been used previously to understand the influence of microbes on various host phenotypes including blood feeding (Mendoza et al., 2018) and the degradation of complex plant material (Bredon et al., 2018). Here, we expand on this approach by assaying host gene expression and microbial metagenomics under variable conditions with the major goal of identifying host and microbial pathways that differ in their responses to heat between colonized and depleted tadpoles, as these differences may underlie the previously observed reductions in heat tolerance of depleted tadpoles. Additionally, we identify host and microbial pathways that differ in response to temperature alone (regardless of colonization effects) and microbial colonization treatment alone (regardless of temperature effects).

## MATERIALS AND METHODS

### Frog spawning and tadpole development

The tadpoles used in these experiments were generated in parallel with animals used for previously published work, where detailed rearing and development methods can be found (Fontaine et al., 2022). In brief, mating pairs of adult green frogs, *Lithobates clamitans* (Latreille 1801), were collected from a pond at Pymatuning Laboratory of Ecology (Linesville, PA, USA) in July 2020 and were transported to the laboratory at University of Pittsburgh. Permission to collect animals was obtained from Pennsylvania Fish and Boat Commission under scientific collector's permit 2020-01-0131. Animal research was approved by the University of Pittsburgh IACUC (protocol #18062782). Additionally, 100 l of pond water was collected monthly from the same pond for the duration of the experiment and stored in the laboratory at 4°C after filtering through a 500 µm sieve. We induced spawning with a hormonal injection in a single pair of adult frogs using previously described methods (Fontaine et al., 2022; Trudeau et al., 2010). The resulting embryos were maintained in autoclaved laboratory water until they developed to Gosner stage 25 (Gosner, 1960). Tadpoles were then distributed evenly into two groups with differing environmental microbial community exposure. Colonized tadpoles were maintained individually in 12 oz (∼0.35 l) polypropylene containers filled with 75 ml (25% volume) unmanipulated pond water from their parent's site of capture and 225 ml (75% volume) autoclaved laboratory water. Depleted tadpoles were maintained in identical conditions, except that the pond water they were exposed to was also autoclaved. The environmental chamber was set to 22°C, 65% humidity, and a 14 h:10 h light:dark cycle. Tadpoles were transferred to fresh water of the appropriate treatment weekly and fed a diet of autoclaved rabbit chow suspended in autoclaved agar and supplemented with a commercial pet vitamin *ad libitum*. Tadpoles developed in these conditions for 9 weeks.

### Heat stress and sample collection

After tadpole development, 10 colonized and 10 depleted tadpoles were transferred to a second environmental chamber set to 32°C with the same humidity and light cycle, while all other tadpoles remained at 22°C. Tadpoles were exposed to this warmer temperature for a period of 24 h. After this period, 10 colonized and 10 depleted tadpoles from both the 32°C and 22°C treatments were removed from the experiment and euthanized by double pithing. Chemical euthanasia agents (e.g. MS-222) were not used in this particular experiment because they can alter the expression of stress response genes, including HSPs (Yu et al., 2018). We recorded each tadpole's body mass (g), body length (mm) and Gosner stage. Subsequently, each animal was dissected to remove the entire gastrointestinal tract. We chose to use the gut for gene expression and metagenomic analyses because it is the site of highest microbial density in vertebrates (Sender et al., 2016), the gut microbiota are important for tadpole physiological function (Pryor and Bjorndal, 2005), and heat can induce changes in gene expression in the gut of amphibians (Near et al., 1990) and other vertebrates (He et al., 2018; Pearce et al., 2015). We unraveled each coiled gut and split it into two samples, with effort to equally distribute longitudinal sections of the gut across tubes. Samples used for transcriptomics were placed in RNAlater for 24 h at 4°C, and then frozen until processing at −80°C after the removal of RNAlater. Samples used for metagenomics were flash frozen with liquid nitrogen and then frozen at −80°C until processing. All dissection instruments were flame sterilized between individuals.

### Host transcriptomics: sample preparation and sequencing

From the samples collected for transcriptomics above, we chose five samples from each of the four treatment groups to be used for host RNA sequencing. Our previous work demonstrated significant differences in body size and development between colonized and depleted tadpoles, though observed differences in temperature tolerance were independent of these effects (Fontaine et al., 2022). Regardless, to avoid potential confounding effects of size or development on gene expression (Row et al., 2016), we selected individuals for this experiment that were of similar size and developmental stage (Table S1). From these individuals, we extracted RNA from gut samples using the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) following the manufacturer's protocol. At step 3 of the protocol, we used 350 µl of buffer RLT and a TissueLyser II (Qiagen) set to 30 Hz for 1 min for disruption and homogenization. We quantified the concentration of RNA (ng µl^−1^) and the 260 nm/280 nm absorbance ratio in each sample using a plate reader and stored samples at −20°C until sequencing. Extracted RNA samples were sent to the University of Pittsburgh Genomics Research Core (Pittsburgh, PA, USA) for library preparation. Briefly, mRNA was isolated, cDNA libraries constructed, and unique sample indexes added using the TruSeq RNA Library Prep Kit (Illumina, San Diego, CA, USA) following the manufacturer's protocol. Libraries were pooled within samples and sent to the University of Pittsburgh Medical Center Genome Center (Pittsburgh, PA, USA) for sequencing on the Illumina NovaSeq to generate 2×101 bp paired-end reads. Raw RNA-seq reads were trimmed to remove indexes and for quality using Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Reads were mapped using BWA (Li and Durbin, 2009) to an available reference draft genome of the green frog's congener, the American bullfrog (*Lithobates catesbeiana*, GenBank accession GCA_002284835.2) (Hammond et al., 2017). We additionally mapped our reads to a reference genome of the African clawed frog (*Xenopus laevis*, GenBank accession GCA_017654675.1); however, using the *X. laevis* genome, <60% of reads per sample were successfully aligned. Using the bullfrog genome, >97% of reads were successfully aligned to the reference genome for each sample and, thus, this alignment was used for all downstream analyses. Next, we used StringTie (Pertea et al., 2015) to generate a matrix of read counts across samples for each transcript. We removed any transcripts from analysis that were present at an abundance of <2 counts per million or in fewer than three samples. This step reduced the final dataset from 410,385,578 reads over 22,238 transcripts to 392,568,234 reads over 8477 transcripts.

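The deposited table of counts after this filter holds 8477 genes in 20 libraries, 1 library per tadpole, and its counts sum to 392568234. Every one of the 8477 genes had an abundance of at least 2 CPM in at least 3 libraries. Counts above 0 were found in all 20 libraries for 6487 genes, and the other 1990 genes had a count of 0 in at least 1 library. Among these, 1529 genes were at 0 in 1 or more libraries and at 100 counts or more in another. The counts of the transcripts that the filter removed were not used here.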

### Microbiome metagenomics: sample preparation and sequencing

To prepare samples for metagenomics, we separated the gut contents from the gut tissue for each sample and extracted DNA from the samples using the QIAmp PowerFecal Pro DNA Kit (Qiagen) following the manufacturer's protocol. We quantified the concentration of DNA (ng µl^−1^) and the 260 nm/280 nm absorbance ratio in each sample using a plate reader and stored samples at −20°C until sequencing. If gut samples did not contain a sufficient amount of gut contents for extraction (some guts were nearly empty), the samples were not used. Of the samples we successfully extracted, we selected the five from each of the four treatment groups with the highest DNA concentration to be used for metagenomic analysis. Some of these samples were from the same individuals from which we obtained transcriptomic samples (Table S1); however, we obtained too few paired samples to integrate these data in downstream analyses. The selected samples were sent to Diversigen (New Brighton, MN, USA) for shallow shotgun metagenomic sequencing using their BoosterShot method. Briefly, libraries were prepared using the Nextera XT DNA Library Preparation Kit (Illumina) and sequenced on the Illumina NovaSeq generating 2×100 bp paired-end reads. Reads were trimmed and filtered for low quality or length, and using BURST (Al-Ghalith and Knights, 2020 preprint), were aligned to Diversigen's Venti database, which contains RefSeq bacterial genomes and an annotated bacterial KEGG database (Kanehisa and Goto, 2000), at 97% similarity. Count tables of KEGG orthologs were then created for each sample.

### Statistical analyses

#### Host transcriptomics

To compare differences in overall gene expression profiles across the four treatment groups, we created a Bray Curtis distance matrix in the R Vegan package (Dixon, 2003) from our filtered count data of all expressed transcripts (8477 total), and visualized these data using principal coordinates analysis (PCoA). We assessed the statistical significance of the effect of microbial colonization, temperature or their interaction on tadpole gut gene expression with a PERMANOVA using the adonis2 function and 999 permutations. Next, we identified genes that were differentially expressed based on temperature only (warm versus cool across all tadpoles), on colonization only (colonized versus depleted across all tadpoles) or on temperature within colonized or depleted tadpoles separately (warm versus cool within each colonization group) using the R package edgeR (Robinson et al., 2010). *P*-values were corrected using the Benjamini–Hochberg false discovery rate (BH FDR). To functionally annotate all differentially expressed genes, for each transcript identified as differentially expressed in any of the comparisons described above, we used Blast2GO (version 6.0.3) (Conesa et al., 2005) to BLAST the sequence against the NCBI database and identify the associated GO functions using the SWISSPROT database with the blastx-fast function (Blast E-value=0.001).

Next, we used enrichment analyses to identify gene ontology (GO) terms that were enriched among differentially expressed genes across our comparisons of interest. Because there were very few differentially expressed genes between colonized and depleted tadpoles (without considering temperature), we did not perform an enrichment analysis for this comparison. We created lists of genes that were upregulated or downregulated in response to heat in all tadpoles, colonized tadpoles only, and depleted tadpoles only. We then used Fisher's exact tests with BH FDR corrected *P*-values in Blast2GO to identify GO terms that were differentially enriched across groups. To identify pathways enriched in response to heat across all tadpoles, we compared gene lists (upregulated or downregulated in response to heat) with all genes in the dataset. To identify pathways differentially enriched between colonized or depleted tadpoles in response to heat, we compared upregulated and downregulated gene lists of colonized and depleted tadpoles with one another. For any significant comparisons, we used the ‘Reduce to Most Specific’ function within Blast2GO, which removes more general terms and retains the most specific statistically significant GO terms.

#### Microbiome metagenomics

We removed one depleted sample from the warm temperature group from all analyses because of exceptionally low numbers of KEGG orthologs (KOs) identified in the sample (number of KOs=33 and mean±s.e.m. of KOs for all other samples=10,801±3709). To identify overall differences in microbial community function across groups, we created a Bray–Curtis distance matrix based on KO counts for each sample in R in the vegan package and used a PERMANOVA to statistically compare the effects of temperature, microbial colonization treatment, and their interaction on microbial function using the adonis2 function with 999 permutations. We visualized these data using a PCoA. Next, KEGG orthologs were collapsed into KEGG modules, and we used the program STAMP (Parks et al., 2014) to identify differentially abundant modules across temperature groups, colonization groups, and temperature groups within colonization groups (warm versus cool in colonized or depleted tadpoles separately). Within STAMP, we used the two-group analysis option and compared KEGG module abundance between groups using a Welch's *t*-test, correcting *P*-values with the BH FDR method. For all comparisons, we chose the option to use unclassified reads only when calculating frequency profiles.

## RESULTS

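Gut tissue of 20 tadpoles was sequenced, with 5 tadpoles in each of 4 groups: colonized or depleted tadpoles kept at 22°C (cool) or moved to 32°C for 24 h (warm). Colonized tadpoles carried a natural pond microbiome and depleted tadpoles one of lower diversity. The authors deposited whole-number read counts per gene of the bullfrog genome, which they had filtered but not normalized. The group of each tadpole is recorded in its treatment fields and also in its animal code, in which the letter C or D was read here as colonized or depleted and 22 or 32 as the temperature. Both records give the same group for 10 tadpoles, the cool colonized ones with codes that start with C22 and the warm depleted ones with D32. For the other 10 tadpoles the records differ. The 5 tadpoles whose codes start with C32 are cool depleted by their treatment fields and warm colonized by their codes, and the 5 whose codes start with D22 are warm colonized by their treatment fields and cool depleted by their codes. Grouping by the treatment fields was fixed before the data were examined. Grouping by animal code was added after the values and Fig. 1A had been seen, and results are given for both. Between the groupings, the comparison of warm with cool tadpoles over all 20 tadpoles and that of depleted with colonized tadpoles change places, and the interaction stays as it is. Between 11102195 and 22922461 reads per tadpole were counted on genes. By animal code, the median was 16533610 in cool colonized, 21154306 in cool depleted, 21918522 in warm colonized and 21707665 in warm depleted tadpoles. Counts were scaled by edgeR's TMM method, whose factors ran from 0.682 to 1.29, and normalized counts are given as CPM. Genes were called differentially expressed at a Benjamini–Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test, with no minimum fold change.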

Overall, we observed differences in the gut transcriptome and gut microbial metagenome of tadpoles based on both temperature and microbial colonization treatment (Fig. 1). Specifically, temperature and the interaction between temperature and microbial colonization treatment impacted the host transcriptome (Fig. 1A; PERMANOVA, temperature *F*=5.37, temperature×colonization *F*=3.30, *P*<0.01 for both). 

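PERMANOVA was repeated on Bray–Curtis distances between the filtered counts of the 20 tadpoles with 999 permutations. The interaction of temperature and colonization had F = 3.30 under both groupings and accounted for 12.6% of the variation (permutation p = 0.006). With the tadpoles grouped by animal code, temperature had F = 5.37 and 20.5% of the variation (permutation p = 0.001, the smallest that 999 permutations can give), while colonization had F = 1.52 and 5.79% (permutation p = 0.145). By the treatment fields, F = 5.37 belonged to colonization and F = 1.52 to temperature. Euclidean distances between log2 CPM moved the interaction most, to F = 1.19 (permutation p = 0.103), and with them the F of 5.37 became 1.96 (permutation p = 0.001). Without the warm depleted tadpole D3203, the F of colonization by animal code was 2.30 (permutation p = 0.036) and that of temperature by the treatment fields 2.39 (permutation p = 0.027). Axes 1 and 2 of the PCoA held 30.9% and 28.6% of the variation. The mean distance of a tadpole to the centroid of its group by animal code was 0.185 ± 0.0692 (SD over the 5 tadpoles) in cool colonized, 0.129 ± 0.0389 in cool depleted, 0.121 ± 0.0301 in warm colonized and 0.156 ± 0.0542 in warm depleted tadpoles, and these distances did not differ by more than reassigned tadpoles gave (F = 1.67, permutation p = 0.212).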

Temperature, microbial colonization and their interaction impacted the microbial metagenome (Fig. 1B; PERMANOVA, temperature *F*=3.70, colonization *F*=2.61, temperature×colonization *F*=2.26, *P*<0.05 for all). We explore the more detailed analyses that were performed for the host transcriptome and microbial metagenome separately below.

**Fig. 1.**
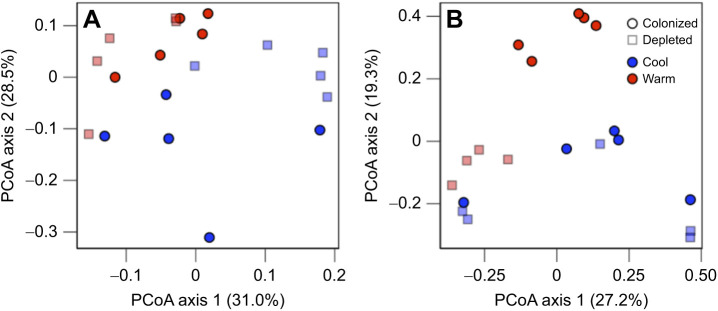
**Comparison of tadpole gut transcriptome and gut microbial metagenome responses to heat.** Principal coordinate analysis (PCoA) plots created using Bray–Curtis distance matrices to compare (A) the host gut transcriptome of all expressed transcripts and (B) the gut microbial metagenome of all functional KEGG orthologs across colonized and depleted tadpoles in cool and warm treatment groups. Within graphs, colonization treatment is denoted by symbol, while temperature treatment is denoted by color. Percentages represent the proportion of variation explained by each axis. *N*=5 individuals per group, except for the warm depleted group in B, where *N*=4. The host gut transcriptome was significantly impacted by temperature, and the interaction between temperature and microbial colonization treatment (PERMANOVA, *P*<0.01 for both). The gut microbial metagenome was significantly impacted by temperature, microbial colonization treatment and the interaction of these variables (PERMANOVA, *P*<0.05 for all).

### Host transcriptome

Considering the effects of temperature alone, we identified 1733 genes that were significantly upregulated or downregulated in response to heat stress across all tadpoles (Table 1; full gene lists and statistics are given in Table S2). 

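Grouped by animal code, edgeR's quasi-likelihood test called 1889 of 8477 genes between the 10 warm and the 10 cool tadpoles, of which 931 were higher and 958 lower in warm tadpoles. The absolute log2 fold change of the called genes was at least 0.26, with a median of 0.83. The alternative that moved this count most was edgeR's exact test, which called 481 genes. With total counts in place of TMM scaling, 1534 genes were called, 1173 higher and 361 lower in warm tadpoles, and the median log2 fold change of all genes was higher by 0.27. With the treatment fields as the grouping, the quasi-likelihood test called 0 genes between warm and cool tadpoles, with 451 genes at an unadjusted p under 0.05, and other tools called between 1 (limma voom) and 82 (DESeq2). The files list genes by identifiers of the bullfrog genome and do not pair them with names. By animal code, 129 of all 8477 genes (1.52%) did not overlap between warm and cool tadpoles, against 0.00108% of genes by chance, and 127 of the 129 were called. Among these 127, the adjusted p of AB205_0009920 and AB205_0054390 was the smallest of the genes that were higher in warm tadpoles. AB205_0009920 had 7.63 ± 1.91 normalized CPM (SD, n = 10) in cool and 22.1 ± 4.23 in warm tadpoles, a log2 fold change of 1.53 (standard error 0.15, adjusted p = 3.47e-06 by edgeR's quasi-likelihood test). AB205_0054390 had 4.01 ± 0.988 in cool and 12.3 ± 2.75 in warm tadpoles, a log2 fold change of 1.61 (standard error 0.17, adjusted p = 6.20e-06 by the same edgeR test). Of the genes that were lower in warm tadpoles, AB205_0088990 went from 24.1 ± 4.06 to 7.18 ± 0.783, a log2 fold change of −1.75 (standard error 0.11, adjusted p = 6.35e-09 by the same edgeR test), and AB205_0165580 from 10.1 ± 3.13 to 1.38 ± 0.360, a log2 fold change of −2.86 (standard error 0.20, adjusted p = 3.27e-08 by the same edgeR test). With any 1 tadpole left out, these log2 fold changes lay between 1.47 and 1.64, 1.54 and 1.68, −1.79 and −1.67, and −2.93 and −2.73, in the same order. By the treatment fields, the groups that part in these 4 genes are depleted and colonized tadpoles.

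**Figure D1:**
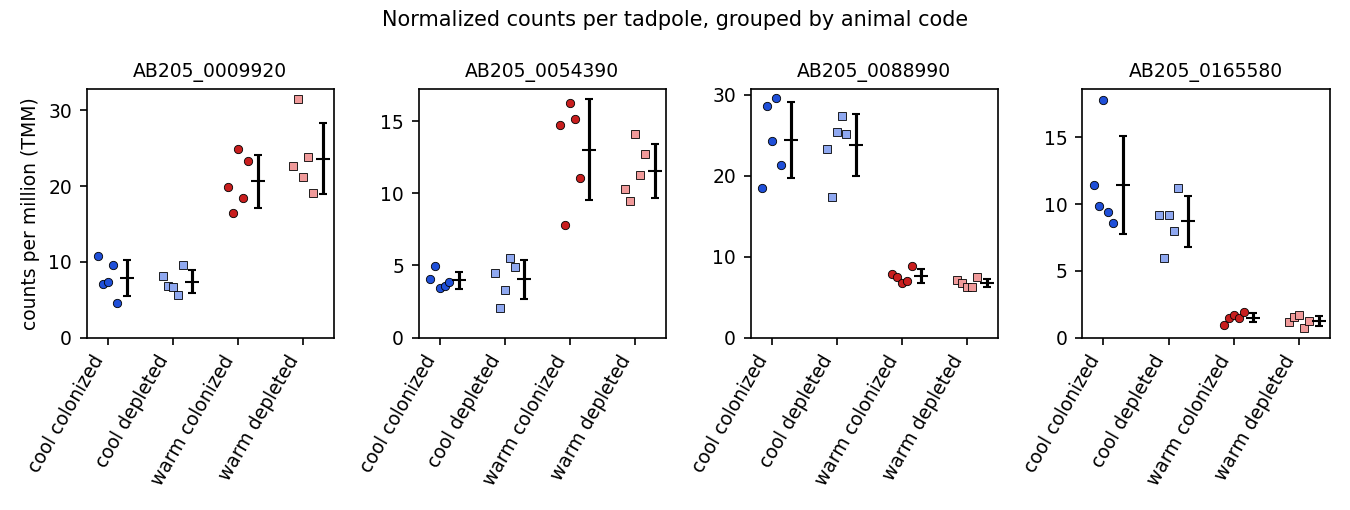
Normalized CPM of 4 genes in each of the 20 tadpoles, grouped by animal code, with the mean and SD of each group of 5 beside the points. In each gene every warm tadpole lies on one side of every cool tadpole; in AB205_0088990 warm tadpoles have 6.29 to 8.87 and cool tadpoles 17.4 to 29.5.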

Within genes upregulated in response to heat, there were five GO terms that were significantly enriched compared with the rest of the dataset (Table S2). These included rRNA processing, RNA modification, tRNA processing, negative regulation of mRNA splicing and mitochondrial translation. Within genes downregulated in response to heat, there were 108 GO terms that were significantly enriched compared with the rest of the dataset (Table S2). The five most highly significant of these terms were positive regulation of transcription by RNA polymerase II, negative regulation of transcription by RNA polymerase II, positive regulation of NF-κB transcription factor activity, protein ubiquitination and positive regulation of protein catabolic processes.

**Table 1.**
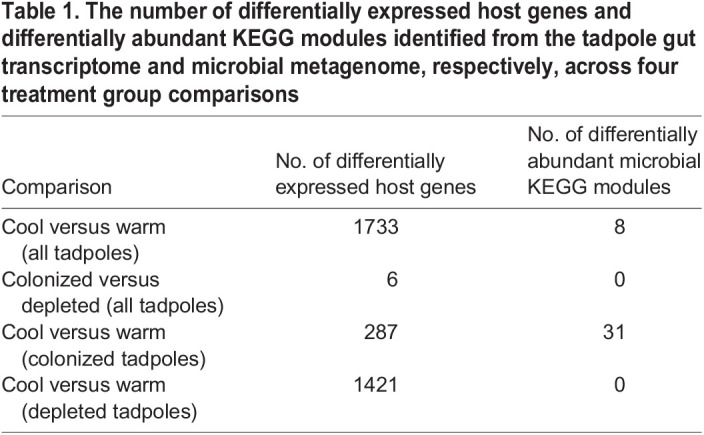
The number of differentially expressed host genes and differentially abundant KEGG modules identified from the tadpole gut transcriptome and microbial metagenome, respectively, across four treatment group comparisons

In response to microbial colonization alone, we identified only six genes (three upregulated and three downregulated) that were differentially expressed in depleted tadpoles compared with colonized tadpoles (Table 1; full gene lists and statistics are given in Table S2). 

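Grouped by animal code, edgeR's quasi-likelihood test called 0 of 8477 genes between the 10 depleted and the 10 colonized tadpoles. The smallest adjusted p was 0.274, and 451 genes had an unadjusted p under 0.05. edgeR's likelihood ratio test called 6 genes, 3 higher and 3 lower in depleted tadpoles, which moved to 59 with its exact test (18 higher and 41 lower) and to 82 with DESeq2 (43 higher and 39 lower). limma voom with quality weights called 1 gene, which was higher in depleted tadpoles. Without the cool colonized tadpole C2206, the quasi-likelihood test also called 1 gene. By the treatment fields, depleted against colonized tadpoles are the 10 against 10 tadpoles that differ in temperature by animal code, and all 1889 genes called between those belong to this comparison. The gene identifiers are not paired with names in the files, so cytochrome P450 genes were not analysed here.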

Notably, the three downregulated genes were cytochrome P450 genes associated with lipid hydroxylation and/or xenobiotic metabolism.

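Warm and cool tadpoles were compared within each colonization group, 5 against 5, in separate fits. Grouped by animal code, edgeR's quasi-likelihood test called 50 genes in colonized tadpoles, 21 higher and 29 lower in warm tadpoles, and 1074 genes in depleted tadpoles, 542 higher and 532 lower. At an unadjusted p under 0.05 there were 1768 genes in colonized and 2594 in depleted tadpoles. Each count depended on single tadpoles. Leaving out 1 cool colonized tadpole gave 21 genes in colonized tadpoles without C2201, 95 without C2204, 24 without C2206, 17 without C2207 and 25 without C2208. Leaving out 1 warm colonized tadpole gave 10 genes without C3204, 127 without C3205, 9 without C3207, 13 without C3208 and 13 without C3210. The count in depleted tadpoles fell to 427 genes without D2201, 572 without D2202, 431 without D2203, 590 without D2206, 618 without D3202, 565 without D3205 and 401 without D3207, and it was highest without D2209, at 1290. DESeq2 moved the count in colonized tadpoles most, to 956 genes, beside 1949 in depleted tadpoles, and an adjusted p under 0.01 moved the count in depleted tadpoles most, to 53 genes, beside 7 in colonized tadpoles. With total counts in place of TMM scaling, 1463 genes were higher and 128 lower in warm depleted tadpoles, and 5 higher and 11 lower in warm colonized tadpoles, after a shift of the median log2 fold change of all genes by 0.54 and 0.04.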

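Grouped by the treatment fields, the quasi-likelihood test called 0 genes between warm and cool colonized tadpoles, with 995 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0783. It also called 0 genes between warm and cool depleted tadpoles, with 623 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.641. In colonized tadpoles by these fields, DESeq2 called 350 genes, the exact test 171, the likelihood ratio test 127 and limma voom 17. In depleted tadpoles by these fields, DESeq2 called 139 genes, the exact test 91, the likelihood ratio test 8 and limma voom 0. Whether the response to temperature differed between colonized and depleted tadpoles was tested per gene by the interaction in a fit of all 20 tadpoles, which is the same under both groupings. The quasi-likelihood test called 0 genes for the interaction, with 1097 at an unadjusted p under 0.05 and a smallest adjusted p of 0.207, the likelihood ratio test called 24, DESeq2 432 and limma voom 0. Without D2209 the quasi-likelihood test called 4 genes for the interaction, and without D2206 or D3202 it called 1.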

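By animal code, 562 of all 8477 genes (6.63%) in colonized tadpoles and 1072 (12.6%) in depleted tadpoles did not overlap between 5 warm and 5 cool tadpoles, against 0.794% of genes by chance. These include all 50 genes called in colonized tadpoles and 787 of the 1074 called in depleted tadpoles. In colonized tadpoles, AB205_0110080 had 793.7 ± 205.6 normalized CPM (SD, n = 5) in cool and 26.98 ± 16.32 in warm tadpoles, a log2 fold change of −4.88 (standard error 0.48, adjusted p = 0.00609 by edgeR's quasi-likelihood test), and AB205_0165580 fell from 11.4 ± 3.70 to 1.495 ± 0.337 with the same adjusted p. AB205_0173000 was higher in warm tadpoles, at 64.4 ± 5.04 against 29.6 ± 1.92, a log2 fold change of 1.12 (standard error 0.12, adjusted p = 0.00618 by the same edgeR test). Its adjusted p was 0.345 by edgeR's exact test and lower than 0.05 under the other 9 alternatives, down to 7.40e-27. AB205_0106300 had no counts in any of the 5 cool colonized tadpoles and 8.27 ± 4.33 in warm ones, which is at least 43.3-fold higher when 3 counts per library are taken as the floor (adjusted p = 0.0139 by the same edgeR test). Its adjusted p was 0.0539 without C3204, 0.0642 without C3207 and 0.0654 without C3210, and over the 10 alternatives it ran from 7.96e-18 to 0.174 with limma voom. In depleted tadpoles, AB205_0077550 was higher in warm tadpoles, at 17.5 ± 2.01 against 6.14 ± 0.865, a log2 fold change of 1.51 (standard error 0.16, adjusted p = 0.00360 by the same edgeR test). The exact test gave it an adjusted p of 0.0954, the highest of its 10 alternatives, and the lowest was 2.20e-16. AB205_0023480 was also higher, at 31.3 ± 9.71 against 6.40 ± 0.966, a log2 fold change of 2.29 (standard error 0.24, adjusted p = 0.00411 by the same edgeR test). AB205_0099210 was lower in warm tadpoles, at 18.9 ± 3.52 against 116.6 ± 29.6, a log2 fold change of −2.62 (standard error 0.24, adjusted p = 0.00243 by the same edgeR test). AB205_0004160 had 9.55 ± 2.77 in cool depleted tadpoles and no counts in any of the 5 warm ones, at least 73.9-fold lower from the same floor, with the same adjusted p. In warm colonized tadpoles AB205_0004160 had 218 and 302 counts in C3204 and C3210 and 0 in C3205, C3207 and C3208. AB205_0106300 had 0 counts in the warm depleted tadpole D3203 and 75 in the cool depleted tadpole D2209, unlike the others of their groups. Both genes could thus be present or absent within a group, and why was not tested. The floors cover counting error only.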

When considering colonized and depleted tadpoles separately, depleted tadpoles differentially expressed more host genes in response to heat (1421 genes total) than colonized tadpoles did (287 genes total), and this trend was true for both upregulated and downregulated genes (Table 1, Fig. 2A,B; full gene lists and statistics are given in Table S2). We created Venn diagrams to depict the number genes upregulated and downregulated in response to heat that were shared between colonized and depleted tadpoles. 

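Grouped by the treatment fields, no gene was called by edgeR's quasi-likelihood test in either colonization group, so it gave no share. With those fields, the shares of genes that were higher and lower in warm tadpoles were 1.72% and 0.797% with DESeq2, 3.96% and 6.80% with the exact test, 1.92% and 0% with the likelihood ratio test, and 0% for both with limma voom and in one fit of all 4 groups by either edgeR test. Grouped by animal code, 11 of the 552 genes that were higher in warm tadpoles in either group were called in both, which is 1.99% (95% exact Clopper–Pearson interval 0.999% to 3.54%). Of the 543 genes that were lower in warm tadpoles, 18 were called in both, which is 3.31% (1.98% to 5.19%). If calls in the groups were unrelated, 1.34 and 1.82 shared genes would be found, and both overlaps were larger (Fisher's exact test, 2-sided, p = 1.30e-08 and 3.13e-15, with odds ratios of 16.4 and 25.2). Genes are not independent replicates, so these p-values describe the lists. In these separate fits no gene was called in opposite directions, while 1 gene was with all 4 groups in one fit and 5 were with the likelihood ratio test in that fit. DESeq2 moved the share most for genes that were lower, to 17.8%, and gave 13.9% for genes that were higher, while total counts in place of TMM scaling gave 0.136% and an adjusted p under 0.01 gave 0% for genes that were higher. The shares also depended on single tadpoles. For genes that were higher the share was 0.549% without C2201, 0.734% without C2206, 0.366% without C2208, 0.369% without C3210, 3.99% without C3205, 0.185% without C3207 and 0.184% without C2207, C3204 or C3208. For genes that were lower it was 1.68% without C2207, 1.13% without C3204, 1.12% without C3207, 1.31% without C3208 or C3210, 5.93% without D2201 and 6.25% without D3207.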

We found that only 10.5% and 8.3% of upregulated and downregulated genes, respectively, were shared between the two colonization groups (Fig. 2C,D). The majority of upregulated genes (79.9%) and downregulated genes (83.3%) were unique to depleted tadpoles; however, we still observed several upregulated genes (9.6%) and downregulated genes (8.3%) that were unique to colonized tadpoles (Fig. 2C,D), indicating substantial differences in host responses to heat depending on microbial colonization treatment. 

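By animal code, 531 genes that were higher in warm tadpoles (96.2%) and 514 that were lower (94.7%) were called only in depleted tadpoles. Only in colonized tadpoles, 10 genes that were higher (1.81%) and 11 that were lower (2.03%) were called. A call in one group alone does not show that the response differed, which only the interaction tests per gene. Of the 1045 genes called only in depleted tadpoles, 920 (88.0%) had a log2 fold change in the same direction in colonized tadpoles, and 396 had an unadjusted p under 0.05 there. The median size of their log2 fold change was 1.12 in depleted tadpoles and, in that same direction, 0.48 in colonized tadpoles. Of the 21 genes called only in colonized tadpoles, 20 (95.2%) changed in the same direction in depleted tadpoles, and 7 had an unadjusted p under 0.05 there. Their median was 1.40 in colonized and, in that same direction, 0.84 in depleted tadpoles. Genes chosen by a call in one group have a raised value in that group. Across all 8477 genes, which are not independent replicates, the log2 fold changes of the groups had a Pearson correlation of 0.163 and a Spearman correlation of 0.424.

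**Figure D2:**
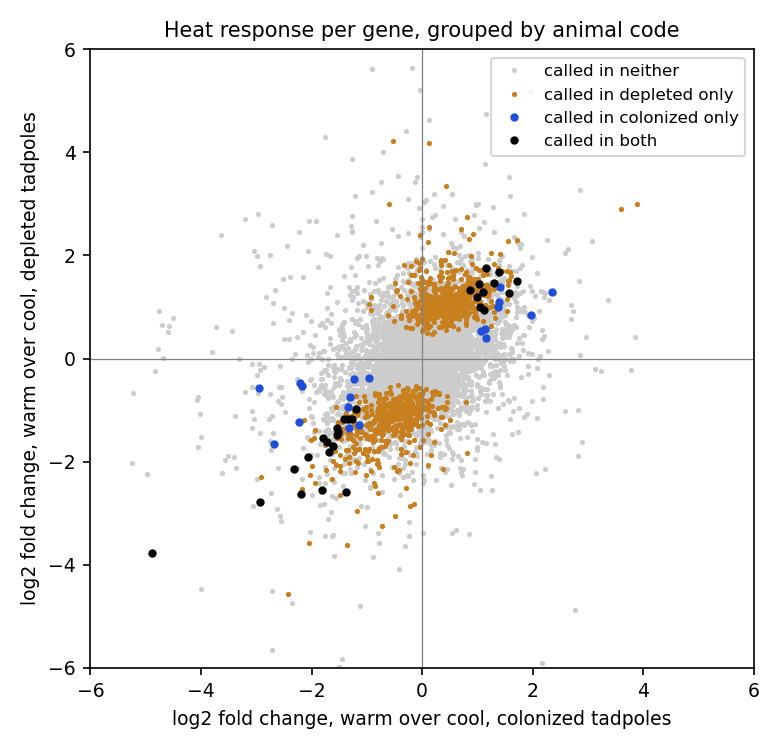
Log2 fold change of each gene between warm and cool tadpoles, in colonized tadpoles on the x-axis and in depleted tadpoles on the y-axis, grouped by animal code, with 8105 of 8477 genes inside the axis limits of −6 and 6. Genes called only in depleted tadpoles (orange) lie mostly where both changes have the same sign.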

In downregulated genes, there were no differences in functional enrichment between colonized and depleted tadpoles in response to heat. However, we identified two GO terms that were significantly enriched in upregulated genes in colonized tadpoles as compared with depleted tadpoles exposed to heat (Fig. 2E; Fisher's exact test, FDR *P*<0.05 for both). Specifically, genes related to cellular amino acid catabolic processes and alpha-amino acid biosynthetic processes accounted for 8.2% and 6.8% of upregulated genes, respectively, in colonized tadpoles in response to heat. Of the genes that were assigned to these categories within colonized tadpoles, 57% were present in both categories. In depleted tadpoles, only 0.29% of genes upregulated in response to heat were related to cellular amino acid catabolic processes, and none were related to alpha-amino acid biosynthetic processes (Fig. 2E).

**Fig. 2.**
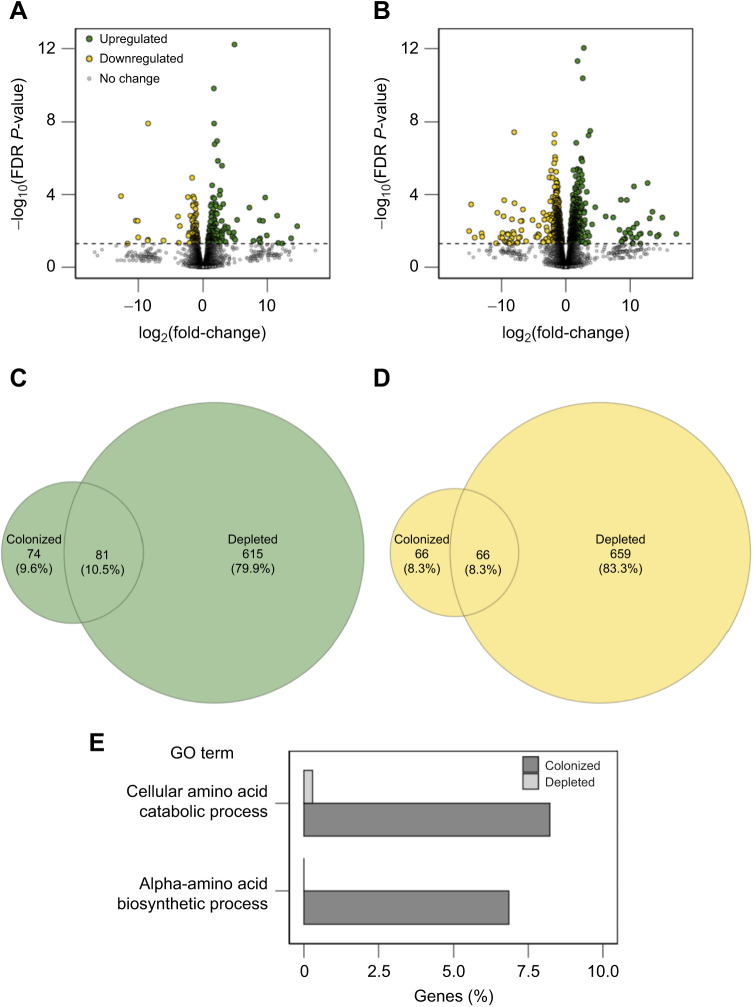
**Comparison of colonized and depleted tadpole gut transcriptome responses to heat.** (A,B) Volcano plots for (A) colonized and (B) depleted tadpoles showing genes upregulated (green), downregulated (yellow) or not affected (gray) in response to heat. The *y*-axes demonstrate the significance (*P*-value) thresholds at the dotted lines and the *x*-axes show the direction and magnitude of each gene's change in expression. (C,D) For all genes that were either (C) upregulated or (D) downregulated in response to heat, Venn diagrams show the number of genes that were differentially expressed in colonized tadpoles only, depleted tadpoles only, or in both groups. The areas of each section in the Venn diagrams are weighted by the number of genes in those sections. (E) Gene ontology (GO) terms, and the percentage of genes identified under those terms, that were significantly differentially enriched (false discovery rate, FDR *P*<0.05) among genes upregulated in colonized tadpoles compared with those upregulated in depleted tadpoles upon exposure to heat based on Fisher's exact tests. *N*=5 individuals per group.

### Microbiome metagenome

In response to temperature alone, we identified eight microbial KEGG modules that were differentially abundant between cool and warm temperatures (Table 1; full module list and statistics are given in Table S3). Of these eight KEGG modules, six were found within the higher order KEGG pathway of metabolism, and four of these were specifically related to carbohydrate metabolism and tended to be present in greater abundance in the cool temperature group. When considering microbial colonization treatment alone, we did not identify any KEGG modules that were differentially abundant between colonized and depleted tadpoles (Table 1).

When comparing colonized and depleted tadpole microbiome metagenomes separately, we observed that the colonized tadpole microbiome was more functionally responsive to heat than the depleted tadpole microbiome. Specifically, 31 KEGG modules were differentially abundant between cool and warm groups in the colonized tadpole metagenome (Table 1, Fig. 3; full module list and statistics are given in Table S3), while no KEGG modules were differentially abundant between temperature groups in depleted tadpoles. Of the heat-sensitive pathways in colonized tadpoles, 29 of 31 were classified within the higher order KEGG pathway of metabolism which included amino acid metabolism, carbohydrate metabolism, energy metabolism, glycan metabolism, metabolism of cofactors and vitamins, metabolism of terpenoids and polyketides, and nucleotide metabolism. The most differentially abundant modules were found within carbohydrate metabolism.

**Fig. 3.**
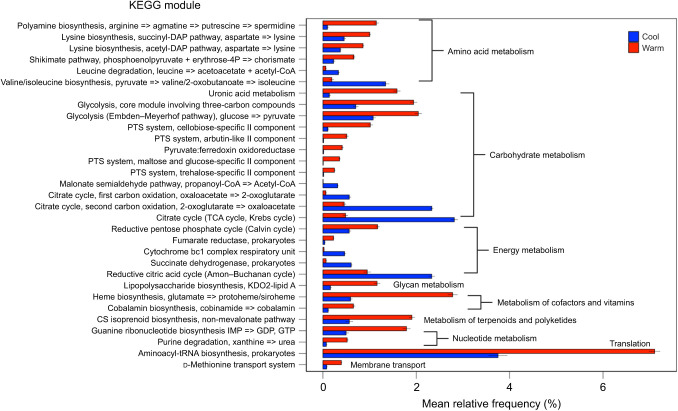
**KEGG modules in the colonized tadpole gut microbial metagenome identified as differentially abundant in response to heat.** Differential abundance (FDR *P*<0.05) of KEGG modules between cool (blue) and warm (red) treatment groups based on Welch's *t*-tests. Modules are grouped by their higher order KEGG pathways, and subsequently by the temperature at which they were most abundant. Bars and error bars represent the mean±s.e.m. relative frequency of each module. *N*=5 individuals per group.

## DISCUSSION

The main goal of our study was to identify differences in host and microbial responses to heat stress between colonized (more diverse, natural microbiome) and depleted (less diverse, artificially disrupted microbiome) tadpoles which may underlie the previous observation that depleted tadpoles are less tolerant to heat than colonized tadpoles (Fontaine et al., 2022). We additionally wanted to understand the impacts of both heat and microbial colonization treatments on tadpole host and microbial function independently of one another.

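Grouped by animal code, the comparison of warm with cool tadpoles over all tadpoles gave the most called genes in 9 of 11 settings run for each of 4 comparisons, which were the main setting and 10 alternatives. The comparison within depleted tadpoles gave more genes in the other 2 settings, with 1591 against 1534 when libraries were scaled by total counts and with 708 against 616 when an absolute log2 fold change over 1 was also required. These counts come from 20 tadpoles in one case and 10 in the other. By the treatment fields, depleted against colonized tadpoles was the comparison with the most called genes by edgeR's quasi-likelihood test.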

The largest number of differentially expressed host genes we observed across any comparison was between cool and warm temperature groups among all tadpoles (Table 1), consistent with the consensus that heat induces large physiological changes in ectothermic animals (Huey and Kingsolver, 1989). Similar to studies in other ectothermic animal groups, we found that heat-sensitive genes were enriched for functions related to transcription and translation, as well as protein processing (Logan and Cox, 2020) (Table S2). Interestingly, however, we did not observe differential expression in any host HSP genes in response to temperature, which is extremely common across ectotherms in general (Logan and Cox, 2020) and among amphibians in particular (Ali et al., 1997). We also did not observe any changes in microbial HSPs upon exposure to heat, which are known to influence host heat tolerance (Burke et al., 2010; Dunbar et al., 2007), but did observe several changes to microbial metabolism, and specifically carbohydrate metabolism (Table S2), under heat stress, which is consistent with other studies predicting the effects of heat on microbiome function (Fontaine and Kohl, 2020; Ziegler et al., 2017).

We observed few host genes whose expression was impacted by microbial colonization treatment alone (Table 1). Studies in lab mice show extensive differences in host gene expression between germ-free and conventionalized states; however, gene expression profiles are relatively similar across mice colonized with microbiota from different sources (mice versus zebrafish) (Rawls et al., 2006). In our system, all tadpoles are colonized with a microbiome, albeit microbiomes of different composition, and thus, if microbial colonization alone, and not microbial identity, impacts host gene expression, it is not surprising that we observed few differences across this comparison. A trend we did observe was a consistent downregulation of cytochrome P450 genes in depleted tadpoles compared with colonized tadpoles (Table S2). Each of these genes were within the cytochrome P450 CYP2 enzyme family, which are important in xenobiotic detoxification and metabolism (Kubota et al., 2011). Tadpoles readily ingest high concentrations of toxic plant secondary compounds through their herbivorous foraging strategy (Radanovic et al., 2017), and the cytochrome P450 CYP2 family is important for metabolizing toxins from herbivorous diets in other animals (Greenhalgh et al., 2021). These enzymes also play an important role in lipid hydroxylation and aid in the breakdown of dietary fatty acids (Oliw, 1994), and interestingly, we observed differences between the lipid profiles of colonized and depleted tadpoles previously (Fontaine et al., 2022). It would be interesting to manipulate the diets of colonized and depleted tadpoles with varying levels of dietary toxins and/or lipids to understand the functional consequences of these gene expression changes.

When considering the joint impacts of temperature and microbial colonization treatment, one major trend we observed was a difference in the degree of both host and microbiome plasticity in response to heat stress between tadpole microbial colonization treatment groups. 

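A size of the response to heat that does not count calls was taken as the standard deviation over genes of the log2 fold change after its mean squared standard error was subtracted. It was, by animal code, 0.55 (jackknife standard error 0.21) in colonized and 0.82 (jackknife standard error 0.15) in depleted tadpoles. The difference of 0.27 was about as large as its jackknife standard error of 0.26, and 20 of 100 reassignments of the colonization label within each temperature, the real one included, gave a difference as large in either direction. By the treatment fields the difference was −0.37 (jackknife standard error 0.38), from 0.50 in colonized and 0.14 in depleted tadpoles, and 13 of 100 reassignments gave one as large. With the standard errors of limma voom these values moved most, to 0 in every group. The measure is held at 0 where the mean squared standard error is as large as the variance of the log2 fold changes. A 0 there does not show that no gene responded, since by animal code limma voom called 120 genes in colonized and 1682 in depleted tadpoles. On simulated counts with a true value of 0.5, the measure gave 0.49 with the depth of the colonized and 0.46 with that of the depleted libraries by animal code. With a true value of 0, it gave 0 and 0.103.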

In response to heat, depleted tadpoles exhibited more plastic host gene expression than colonized tadpoles. Specifically, in their gut, depleted tadpoles differentially expressed ∼5 times more genes than colonized tadpoles in response to heat (Table 1, Fig. 2A,B), and very few of these genes were shared with those upregulated or downregulated by colonized tadpoles (Fig. 2C,D). 

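By animal code, the number of genes called in depleted tadpoles was 21.5 times that in colonized tadpoles by edgeR's quasi-likelihood test with a separate fit for each group. The ratio was above 1 under each of the 12 alternatives, from 1.40 with the exact test to 99.4 with total counts in place of TMM scaling. With all 4 groups in one fit it was 6.20, and with the likelihood ratio test in that fit, which was added after the values had been seen, it was 4.95. With 1 tadpole left out the ratio ran from 8.02 without D3207 to 119.3 without C3207. The colonization label was also reassigned at random within each temperature. Of 100 such assignments, the real one included, 23 gave a ratio as far from 1 in either direction, and with the likelihood ratio test in one fit again 23 did. Grouped by the treatment fields, the quasi-likelihood test called 0 genes in both groups and gave no ratio, while other tools gave ratios under 1: 0.397 with DESeq2, 0.532 with the exact test, 0.0630 with the likelihood ratio test, 0 with limma voom or all 4 groups in one fit, and 0.138 with the likelihood ratio test in that fit. From more called genes in depleted tadpoles, and few shared ones, the paper states that host gene expression under heat was more plastic in them. It proposes that this larger response may reflect greater stress, because stress-tolerant populations often show more dampened responses.

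**Figure D3:**
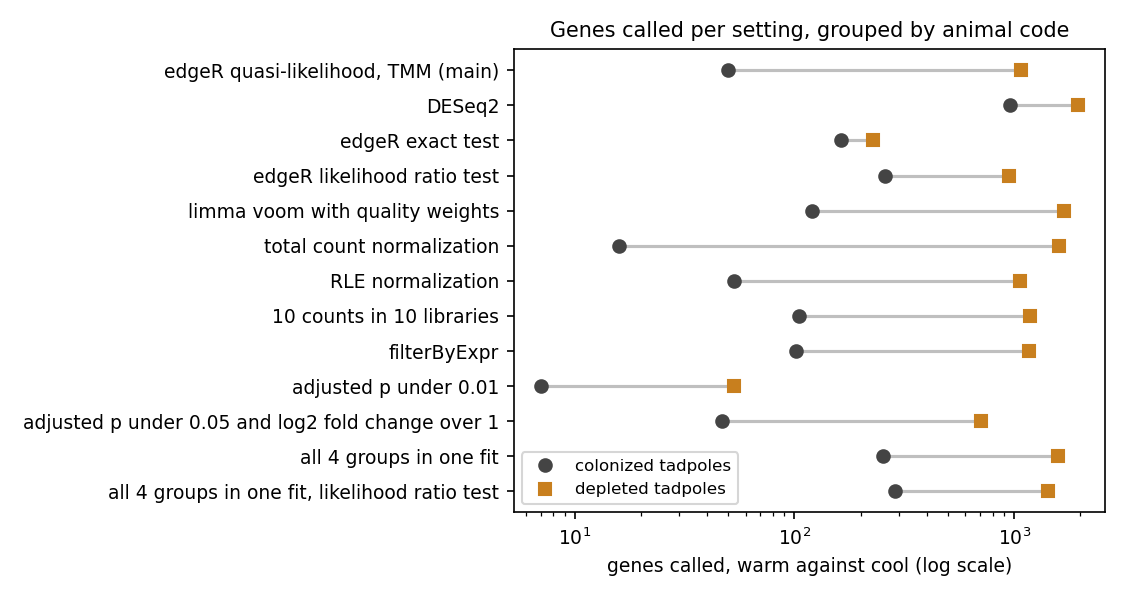
Number of genes called between warm and cool tadpoles in colonized (circles) and depleted (squares) tadpoles under the main setting and 12 alternatives, on a log axis, with the tadpoles grouped by animal code. The squares lie to the right of the circles in every setting, from 163 and 229 genes with the exact test to 16 and 1591 with total counts.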

Although phenotypic plasticity in response to environmental change is often assumed to be beneficial, large numbers of genes that are actually maladaptive for heat tolerance can be differentially expressed in response to heat in ectotherms (Campbell-Staton et al., 2021). In fact, it is possible that the greater host transcriptomic response we observed in depleted tadpoles is indicative of greater stress caused by the heat treatment, as more dampened gene expression responses are often observed in environmental stress-tolerant populations as compared with environmental stress-sensitive populations (Rivera et al., 2021).

In contrast to host gene expression responses, we observed greater plasticity in microbiome function in response to heat in colonized tadpoles compared with depleted tadpoles. Specifically, we observed 31 functional KEGG modules that differed in abundance across temperature treatments in colonized tadpole microbiomes (Table 1, Fig. 3), while there were zero KEGG modules that were differentially abundant between temperature treatments in depleted tadpole microbiomes. These results are congruent with the idea that the microbiome can buffer hosts from environmental stress, such that beneficial changes in microbiome function enable dampened host responses to stressful conditions, and ultimately lead to better outcomes for host fitness than relying on host responses alone (Timm et al., 2018).

Despite responding differently to heat, we did not observe any differences in microbial functional profiles between colonized and depleted tadpoles when analyzing the effects of microbial colonization alone (Table 1). We previously showed that depleted tadpoles do still host microbes; however, their gut microbiomes are less diverse and differ in composition compared with those of colonized tadpoles based on amplicon sequencing of the bacterial 16S rRNA gene (Fontaine et al., 2022). Functional redundancy in host-associated microbial communities is common and microbial communities that are disparate taxonomically may appear similar functionally (Moya and Ferrer, 2016). However, taxonomically different microbes with the same metabolic potential may still respond differently (e.g. enzyme efficiency, growth rate) when faced with changing environmental conditions (Louca et al., 2018). Thus, we hypothesize that microbes in depleted tadpole microbiomes may be more heat sensitive in terms of their growth or survival than those of colonized tadpoles, explaining why they could appear functionally similar to colonized microbiomes but be unable to respond to heat in the same way.

In addition to quantifying plasticity in terms of the number of genes or bacterial KEGG modules affected by heat, we sought to understand some functional implications of these changes. We identified two GO term pathways related to amino acid catabolism and anabolism (Fig. 2E) that were enriched in the host transcriptomic response to heat within colonized tadpoles compared with depleted tadpoles. Genes related to protein synthesis are commonly upregulated among ectotherms in response to heat (Logan and Cox, 2020), and free amino acids may be important energy sources under warming (Tripp-Valdez et al., 2017). Gut microbes have been shown to be important to their host's overall amino acid metabolism (Matsumoto et al., 2012; Hooper et al., 2002), and hosts often utilize bacterially derived amino acids (Metges, 2000). For example, up to 20% of host lysine can be derived from gut microbial sources (Metges, 2000). Of the 31 microbial functions that differed between warm and cool conditions in colonized tadpoles, six were related to amino acid metabolism, and two of these showed increases in microbial lysine biosynthetic pathways under warm conditions (Fig. 3). It is possible that crosstalk between hosts and the gut microbiome related to amino acid metabolism facilitated increased host gene expression of amino acid anabolic and catabolic pathways in colonized tadpoles, ultimately increasing the host's tolerance to increased temperature. In contrast, depleted tadpoles may lack the necessary microbes to facilitate this process, ultimately resulting in their lowered heat tolerance.

Additionally, the gut microbiome of colonized tadpoles exhibited some specific responses to heat that could impact the thermal tolerance of tadpole hosts. For example, in the colonized tadpole microbiome, functions involved in the biosynthesis of cobalamin (vitamin B_12_) were more abundant under warm conditions (Fig. 3). In the algal species *Chlamydomonas reinhardtii*, cobalamin-producing bacteria are important in maintaining the host's thermal tolerance under warming because of the need for cobalamin for host methionine production (Xie et al., 2013). Methionine is an amino acid which modulates algal thermal tolerance through protein synthesis and maintenance of growth rate under high temperatures, and activation of heat shock responses (Xie et al., 2013). Interestingly, we also observed an increase in functions related to the bacterial d-methionine transport system in the colonized tadpole microbiome in warm conditions (Fig. 3), and expression of these bacterial transport proteins has been previously related to the level of methionine present (Gál et al., 2002).

We also observed increases in microbial sequences related to the enzyme pyruvate:ferredoxin oxidoreductase in colonized tadpoles under warm conditions (Fig. 3). This enzyme reduces ferredoxin, an important mediator of reactive oxygen species (ROS) scavenging pathways, overexpression of which ultimately increases survival under heat stress in *C. reinhardtii* (Lin et al., 2013). Interestingly, colonized tadpoles show greater activity of mitochondrial enzymes at high temperatures compared with depleted tadpoles (Fontaine et al., 2022), and this activity could increase production of ROS and the need for ROS scavengers (Freeman and Crapo, 1981). Increased abundance of these example bacterial functions under warm conditions may contribute to the greater heat tolerance of colonized tadpoles compared with depleted tadpoles, which lack the enrichment of these pathways under heat stress. However, it is currently unclear whether similar pathways govern heat tolerance in our study tadpoles to those in organisms such as algae. To test some of these described hypotheses, future experiments could focus on manipulating suspected pathways (e.g. dietary supplemented amino acids or vitamins) and observing how the treatments impact host heat tolerance.

In summary, depleted tadpoles, which are less heat tolerant, exhibited high plasticity in host transcriptome responses to heat, while colonized tadpoles, which are more heat tolerant, exhibited greater microbiome plasticity in response to heat. The interactions of several host and microbial pathways may explain these effects, including amino acid metabolism, vitamin biosynthesis and ROS scavenging pathways. Our findings demonstrate that the composition of a host's microbial community can impact the capacity for host phenotypic plasticity. Importantly, this plasticity may not always be beneficial for the host and can actually be maladaptive as evidenced by high levels of plasticity observed in depleted tadpoles, along with reduced heat tolerance. In contrast, we observed plasticity in the microbiome to be beneficial to host outcomes as evidenced by greater degrees of microbiome plasticity in colonized tadpoles, which exhibit increased heat tolerance. Overall, these results suggest hosting a microbial community that is functionally responsive to heat can help buffer hosts from deleterious effects of heat stress. Thus, rather than strictly a host response to environmental conditions, heat tolerance, and perhaps plasticity more generally, may represent an emergent phenotype that is governed in some way by interactions between hosts and their microbes (Lynch and Hsiao, 2019). As global temperatures continue to rise, it will be important to incorporate host–microbe interactions into our understanding of host responses to climate change, as these interactions may ultimately alter evolutionary responses to warming conditions (Henry et al., 2021).

## Supplementary Material

10.1242/jexbio.245191_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

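Gut RNA of 20 green frog tadpoles was sequenced, 5 tadpoles from each combination of colonized or depleted and cool (22°C) or warm (32°C for 24 h), with 1 library per tadpole and no pooling. The authors trimmed the reads with Trim Galore, mapped them with BWA to the draft genome of the American bullfrog and counted them with StringTie. The authors deposited these values as whole-number read counts per gene, not normalized, after removing transcripts at low abundance. The deposited table was checked for this: all 8477 genes have at least 2 CPM in at least 3 libraries, and the counts sum to 392568234. Reads and alignments were not used here, and neither was the table before the filter. The metagenome of the same experiment was not analysed here. The paper's Tables S1 to S3 were not used here.

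Tadpoles were grouped in 2 ways. The groups fixed before the data were examined follow the treatment fields of the sample records. The other grouping follows the animal codes, with C or D read as colonized or depleted and 22 or 32 as the temperature, and it was added after the values and Fig. 1A had been seen. The groupings agree for 10 tadpoles and interchange warm colonized and cool depleted for the other 10. No tadpole was grouped by its values. The comparisons of groups, the PERMANOVA and their alternatives were run under both groupings, while the named genes, the tests of the overlap of gene lists, the distances to group centroids, the nearest groups, the thinning of libraries and the reassignment test of the ratio of called genes are given by animal code alone. None of the 20 libraries was left out of the main results.

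The counts per library ran from 11102195 to 22922461, with a median of 20804786.5. A gene at 0 in a library was given a floor of 3 counts in that library where a fold change needed one, and floors and the 95% exact Clopper–Pearson intervals of shares cover counting error only, since reads without molecular identifiers are not independent molecules. The 10 most abundant genes took between 17.5% and 31.3% of the counts of a library. Over the 190 pairs of libraries, the Pearson correlation of log2 CPM ran from 0.675 to 0.845, and no pair was close enough to be a copy, since in every pair at least 57.7% of the genes with 20 or more counts in the pair differed by more than Poisson error.

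Differential expression was tested with edgeR 4.0.16 (TMM scaling, glmQLFit and glmQLFTest) in R 4.3.3, over all 8477 genes, with Benjamini–Hochberg adjustment and an adjusted p under 0.05. The paper names edgeR but its text does not name which of edgeR's tests was used, so the quasi-likelihood test was taken. Warm and cool tadpoles were compared over all 20 tadpoles and within each colonization group of 10, depleted and colonized tadpoles over all 20, and the interaction of temperature and colonization in a fit of all 4 groups. Log2 fold changes are warm over cool or depleted over colonized. Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of the test's F. Normalized CPM use TMM factors, with a prior count of 2 where logarithms were taken. PERMANOVA used adonis2 of vegan 2.7.1 on Bray–Curtis distances of the filtered counts, with 999 permutations, and the spread of tadpoles around their group's centroid was tested by permutation in vegan too. Overlaps of gene lists were tested by Fisher's exact test, and permutation tests of correlations used 100000 resamples in R. The points of Fig. 1A were matched to tadpoles with scipy 1.17.1.

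The genes named in the text were set by a rule written before the data were examined: for each comparison, the 2 genes that rose and the 2 that fell with the smallest adjusted p among the called genes whose normalized counts do not overlap between the groups, and for the interaction the smallest adjusted p alone. The gene identifiers of the files are not paired with names there, so lists of heat shock protein genes, cytochrome P450 genes and genes of the paper's GO terms were not analysed here, nor were reads shared between related genes.

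The alternatives were DESeq2 1.42.0, edgeR's exact test, edgeR's likelihood ratio test, limma 3.58.1 (voom with sample quality weights), scaling by total counts, RLE size factors, a filter of at least 10 counts in at least 10 libraries, edgeR's filterByExpr, an adjusted p under 0.01, an added minimum of 1 for the absolute log2 fold change, the other treatment as a covariate, all 4 groups in one fit, and each tadpole left out in turn. For PERMANOVA they were CPM, square roots of these, log2 CPM with Euclidean distances, temperature as the first term, and 99999 permutations. The likelihood ratio test with all 4 groups in one fit was added after the values had been seen. Other splits of the tadpoles into groups of the same sizes were drawn at random, 100 for each comparison with the real one included. For the colonization groups, the colonization label was reassigned within each temperature, also 100 times.

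The code was tested on simulated counts with the means, dispersions and library sizes of the real libraries, in which 200 genes were changed 4-fold. The tadpoles were grouped by animal code there, so the values below do not predate the sight of the data. They come from a single draw per comparison. The share of false calls depends on how many genes change, so it need not hold for the data. edgeR's quasi-likelihood test recovered 76% of them among 8477 genes in the comparison of all warm with all cool tadpoles, where 21.2% of its calls were false. It recovered 47% among 8462 genes in colonized tadpoles (6.93% of calls false), 39% among 8451 genes in depleted tadpoles (4.88%) and 33.5% among 8477 genes for the interaction (6.94%). In the comparisons within colonized and depleted tadpoles, false calls were 24.4% and 24.8% with the likelihood ratio test, 24.7% and 31.4% with DESeq2, 43.9% and 48.0% with the exact test and 3.33% and 2.41% with limma voom. For the interaction they were 22.3% with the likelihood ratio test, 49.0% with DESeq2 and 3.17% with limma voom, and for all warm against all cool tadpoles 16.6%, 24.7% and 7.19% with these and 34.5% with the exact test.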

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

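The grouping by animal code, and the tests of sampling, library totals and single libraries given here, were chosen after the values had been seen.

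The response to temperature differed between colonized and depleted tadpoles in the PERMANOVA, with F = 3.30 for the interaction (permutation p = 0.006) under both groupings. Per gene, edgeR's quasi-likelihood test called 0 genes for it, DESeq2 432, the likelihood ratio test 24 and limma voom 0, and 100 of 100 reassignments of the colonization label within temperature gave at least as many quasi-likelihood calls, since none can give fewer than 0. At an unadjusted p under 0.05 there were 1097 genes, and 5 of 100 reassignments by animal code and 6 of 100 by the treatment fields, the real one included, gave as many, so that chance is not excluded at a share of 0.05. The F depended on how the counts were scaled. With CPM, in which all libraries have the same total, it was 2.47 (permutation p = 0.029). With square roots of CPM it was 2.19 (permutation p = 0.026), and with Euclidean distances between log2 CPM 1.19 (permutation p = 0.103). Unequal library totals may thus carry part of the F of 3.30, since the median total was lowest in cool colonized tadpoles, at 16533610. A few abundant genes may carry part of this F too, because Bray–Curtis distances of counts weight these most, but this was not tested. A biological difference between the treatments stays open.

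Counts of 0 in 1 library beside at least 50 counts in each of the other 19 were found 65 times. In cool colonized tadpoles C2208 had 12 such zeros and the next highest tadpole 3, a gap larger than groups of 5 give by chance in 19 of 20 cases. Over all tadpoles C2208 did not stand apart, since the warm depleted tadpole D3203 had 11 and the cool depleted tadpoles D2209 and D2203 had 8 and 6. Poisson sampling of independent reads would give 2.93e-18 such zeros in all, but this covers counting error only, since reads without molecular identifiers are not independent molecules, so sampling stays open. The number of these zeros fell with the library total over the 20 tadpoles (Pearson r = −0.703, permutation p = 0.00143, Spearman rho = −0.549, permutation p = 0.0137). Without C2208 and C2204, the tadpoles whose totals lie farthest from the median, r was −0.586 (permutation p = 0.00837) and rho −0.452 (permutation p = 0.0607), so the rank relation does not pass 0.05 without them. This is 1 relation tested. The expected 2.93e-18 already allows for each library's total, so a lower total alone does not give these zeros where reads are independent. The relation to totals therefore does not show that lower depth caused them. How reads were assigned to genes, and variants of single tadpoles against the bullfrog genome, were not tested and stay open.

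Among the values of the named genes per tadpole, 4 lay far from the others of their group. In AB205_0077550 the warm depleted tadpole D3202 had 20.9 normalized CPM and the next 17.3. In AB205_0023480 the cool depleted tadpole D2206 had 8.09 and the next 6.17. Both genes had an adjusted p under 0.05 without these tadpoles by edgeR's quasi-likelihood test, with adjusted p at most 0.0197 and 0.0207 over all 10 tadpoles left out in turn. In AB205_0165640 the warm depleted tadpole D3202 had 0 and the next 1.72, and in AB205_0046840 the warm colonized tadpole C3204 had 0 and the next 43.02. Of 74 groups tested, 5 were marked in this way, counting C2208 above, and chance marks about 1 in 20 groups. No biological explanation was tested for these values.

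AB205_0165640 and AB205_0046840 belong to the 4 genes with the smallest adjusted p for the interaction, none of which was under 0.05 by edgeR's quasi-likelihood test. The adjusted p was 0.207 for AB205_0046840 and AB205_0142100 and 0.212 for AB205_0165640 and AB205_0190690. AB205_0165640 was called without D3202 (adjusted p = 0.000544) and AB205_0142100 without D2209 (adjusted p = 0.000129), while DESeq2 and the likelihood ratio test called all 4 genes with the full set. Over the alternatives the adjusted p ran from 2.11e-11 to 0.811 for AB205_0046840, from 1.97e-06 to 0.263 for AB205_0142100, from 0.000207 to 0.281 for AB205_0165640 and from 0.000577 to 0.213 for AB205_0190690. In 3 of the 4 genes at least 1 group of tadpoles was at 0 throughout.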

How the results depend on the processing

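Every value by animal code, and the likelihood ratio test with all 4 groups in one fit, were chosen after the values had been seen, while the other alternatives were fixed beforehand. Values were compared within each grouping over all results and alternatives. Of these, 1180 kept their side of the threshold or moved by less than their spread or 1.5 times, and 285 moved by more. Another 12 passed the threshold only under the alternative, and 8 no longer passed it. Values shared by the groupings, and totals with their rising and falling parts, are each counted, so these are not separate results. A reversal of direction was looked for only in the log2 fold changes of named genes, and none reversed. Between the groupings the direction did reverse: the difference in the size of the response was −0.37 by field and 0.27 by code, and the ratio of called genes, where it has a value, lay below 1 by field and above 1 by code. Where a count or share moved, the cause was not tested unless it is named.

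In PERMANOVA, temperature and colonization kept their side of 0.05 under all 5 alternatives with all tadpoles. The F of temperature by code stayed between 1.96 and 5.78 there and between 4.56 and 5.98 with 1 tadpole left out. The interaction lost significance only with Euclidean distances between log2 CPM (F = 1.19, permutation p = 0.103) and ran from 2.68 to 4.37 with 1 tadpole left out. The F of 1.52, which belongs to colonization by code and to temperature by field, ran from 1.23 to 2.30 by code and from 1.16 to 2.39 by field with 1 tadpole left out, and passed 0.05 only without D3203.

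The 1889 genes between warm and cool tadpoles by code, which are those between depleted and colonized tadpoles by field, stayed within 1.5 times under 8 of 11 alternatives and with each tadpole left out (1614 to 2057). They became 481 with the exact test, 845 at an adjusted p under 0.01 and 616 with an absolute log2 fold change over 1. Scaling by total counts moved the share of higher genes from 49.3% to 76.5%. The 0 genes of the other comparison of all tadpoles became 82 with DESeq2, 59 with the exact test, 6 with the likelihood ratio test and 1 with limma voom, and 0 to 1 with 1 tadpole left out, the 1 without C2206.

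By code, the 50 genes in colonized tadpoles became 956 with DESeq2, 163 with the exact test, 257 with the likelihood ratio test, 120 with limma voom, 16 with total counts, 105 with at least 10 counts in 10 libraries, 102 with filterByExpr, 7 at an adjusted p under 0.01, 254 with all 4 groups in one fit and 287 with the likelihood ratio test in that fit. They ran from 9 without C3207 to 127 without C3205. The 1074 genes in depleted tadpoles became 1949 with DESeq2, 229 with the exact test, 1682 with limma voom, 53 at an adjusted p under 0.01 and 708 with an absolute log2 fold change over 1, and ran from 401 without D3207 to 1290 without D2209. Total counts moved the share of higher genes from 50.5% to 92.0% in depleted and from 42% to 31.3% in colonized tadpoles. Stricter thresholds call fewer genes by construction.

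By field, the 0 genes in colonized tadpoles became 350 with DESeq2, 171 with the exact test, 127 with the likelihood ratio test, 17 with limma voom, 5 with all 4 groups in one fit and 65 with the likelihood ratio test in that fit, and ran from 0 to 5 with 1 tadpole left out, with 5 without C2206, 3 without D2206, 2 without C2204, C2208, D2201 or D2209, and 1 without D2202. The 0 genes in depleted tadpoles became 139, 91 and 8 with the first 3 of these and 9 with the likelihood ratio test in one fit, and ran from 0 to 1, with 1 without C3204, C3205, C3208 or C3210. The 0 genes of the interaction became 432 with DESeq2 and 24 with the likelihood ratio test, and ran from 0 to 4, with 4 without D2209 and 1 without D2206 or D3202.

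By code, the ratio of 21.5 between the groups became 2.04 with DESeq2, 1.40 with the exact test, 3.69 with the likelihood ratio test, 14.0 with limma voom, 99.4 with total counts, 11.2 with at least 10 counts in 10 libraries, 11.5 with filterByExpr, 7.57 at an adjusted p under 0.01, 6.20 with all 4 groups in one fit and 4.95 with the likelihood ratio test in that fit. It moved by over 1.5 times without each of 17 of the 20 tadpoles, to 51.1 without C2201, 11.3 without C2204 or D3205, 44.8 without C2206, 63.2 without C2207, 42.96 without C2208, 107.4 without C3204, 8.46 without C3205, 119.3 without C3207, 82.6 without C3208 or C3210, 8.54 without D2201, 11.4 without D2202, 8.62 without D2203, 11.8 without D2206, 12.4 without D3202 and 8.02 without D3207.

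The share of shared genes that were higher in warm tadpoles moved from 1.99% to 13.9% with DESeq2, 6.73% with the likelihood ratio test, 0.136% with total counts, 0% at an adjusted p under 0.01, 8.73% in one fit and 8.34% with the likelihood ratio test in that fit, and ran from 0.184% to 3.99% with 1 tadpole left out. For genes that were lower it moved from 3.31% to 17.8% with DESeq2, 10.4% with the exact test, 8.56% with the likelihood ratio test, 6.92% with total counts, 5.85% with at least 10 counts in 10 libraries, 5.89% with filterByExpr, 13.3% at an adjusted p under 0.01, 11.3% in one fit and 10.5% with the likelihood ratio test in that fit, and ran from 1.12% to 6.25%. The difference of 0.27 in the size of the response stayed between 0.20 and 0.41 with 1 tadpole left out. With limma voom it became 0, because the measure was held at its lower limit of 0 in both groups, so that setting cannot compare them.

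Some numbers in the codes recur between groups, as in C2207, C3207 and D3207, but the tadpoles are separate individuals. Over the 12 pairs of tadpoles from different groups with the same number, the correlation of their deviations from the group means ran from −0.121 to 0.0751, and in the 138 pairs with other numbers from −0.168 to 0.197, so the numbers do not pair the tadpoles and no fit with the number as a block was run. A fit without the low-count filter was not run, because the table holds only filtered genes. The exact test was not run for the interaction, because it compares a pair of groups. The lists of genes fixed beforehand, with DESeq2 calls or limma's fry, were not run, because the identifiers are not paired with names. By field, the quasi-likelihood test called no gene in either group and gave no ratio or share. The ratio there was 0.397 with DESeq2, 0.532 with the exact test, 0.0630 with the likelihood ratio test, 0.138 with that test in one fit, and 0 with limma voom, with all 4 groups in one fit and without C2204, C2206, C2208, D2201, D2202, D2206 or D2209, all below 1 and so on the other side of 1 from the ratios by code. It has no value without C3204, C3205, C3208 or C3210, where 1 gene was called in depleted and 0 in colonized tadpoles. The depth of 11102195 counts or more per library limits what can be seen in genes near the floor: with 3 counts as the floor, AB205_0106300 and AB205_0004160 give only lower bounds, and no fold is given for the 3 named genes of the interaction with a group at 0.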

Differences from the paper's values

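The values by animal code and the likelihood ratio test with all 4 groups in one fit were chosen after the values had been seen. The other alternatives were set before the data were examined.

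The F of temperature in the PERMANOVA by the treatment fields was 1.52, and the paper's value is 5.37. All 5 alternatives and all 20 settings with 1 tadpole left out differ from it too, with values of 1.14 to 2.39. By animal code, an alternative chosen after seeing the values, it was 5.37.

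Between warm and cool tadpoles, 0 genes were called by the treatment fields, and the paper's number is 1733. None of the 11 alternatives or 20 settings with 1 tadpole left out reaches it, with at most 82 genes. By animal code, chosen after seeing the values, the number was 1889, and edgeR's likelihood ratio test gave 1733.

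Between depleted and colonized tadpoles, 1889 genes were called by the treatment fields, and the paper's number is 6. None of the 11 alternatives or 20 settings with 1 tadpole left out reaches it, with 481 to 2330 genes. By animal code, chosen after seeing the values, 0 genes were called, which differs too. There, edgeR's likelihood ratio test gave 6 genes, 3 higher and 3 lower, while the other 10 alternatives and 20 settings with 1 tadpole left out still differ, with 0 to 82 genes.

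Within depleted tadpoles, 0 genes were called by the treatment fields, and the paper's number is 1421. None of the alternatives or of the 10 settings with 1 tadpole left out reaches it, with at most 139 genes. By animal code, chosen after seeing the values, the number was 1074, within 1.5 times of the paper's, and it was 1421 with the likelihood ratio test with all 4 groups in one fit, also chosen after seeing the values. DESeq2, the likelihood ratio test, limma voom, both other scalings, both filters, all 4 groups in one fit and the settings without D2209 (1290) and D3203 (1126) do not differ either, with 948 to 1949 genes. The exact test (229), an adjusted p under 0.01 (53), an absolute log2 fold change over 1 (708) and the other 8 settings with 1 tadpole left out (401 to 758) differ.

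Within colonized tadpoles, 0 genes were called by the treatment fields, and the paper's number is 287. DESeq2, with 350 genes, no longer differs, while the other alternatives and the 10 settings with 1 tadpole left out do. By animal code, chosen after seeing the values, 50 genes were called, which differs. There, the likelihood ratio test with 257 genes and all 4 groups in one fit with 254 no longer differ, and the likelihood ratio test in that fit, chosen after seeing the values, gave 287. DESeq2, the exact test, limma voom, both other scalings, both filters, both other thresholds and the 10 settings with 1 tadpole left out still differ, with 7 to 956 genes. How many of the genes on the paper's lists these settings drop was not tested, since the lists were not used here.

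By animal code, the ratio of genes called in depleted to colonized tadpoles was 21.5, and the paper's value is about 5. The likelihood ratio test with 3.69 and all 4 groups in one fit with 6.20 no longer differ, and the likelihood ratio test in that fit, chosen after seeing the values, gave 4.95. DESeq2 (2.04), the exact test (1.40), limma voom, both other scalings, both filters, both other thresholds and all 20 settings with 1 tadpole left out still differ. With the tadpoles grouped by the treatment fields, no setting with a ratio reaches the paper's value, and the highest was 0.532 with the exact test.

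By animal code, 1.99% of the genes that were higher in warm tadpoles were shared, and the paper's value for upregulated genes is 10.5%. With rise and fall exchanged the value is 3.31%, which differs too. So exchanged, the exact test (10.4%) and the likelihood ratio test (8.56%) no longer differ. Nor do an adjusted p under 0.01 (13.3%) and all 4 groups in one fit (11.3%). DESeq2 (17.8%), limma voom, both other scalings, both filters and the minimum fold change then differ. So do all 20 settings with 1 tadpole left out, with at most 6.25%. As the directions stand, DESeq2 (13.9%) and all 4 groups in one fit (8.73%) no longer differ, and the exact test, the likelihood ratio test, limma voom, both other scalings, both filters, both other thresholds and all 20 settings with 1 tadpole left out do. For genes that were lower, 3.31% were shared (1.99% with rise and fall exchanged), and the paper's value for downregulated genes is 8.3%. As the directions stand, the exact test (10.4%), the likelihood ratio test (8.56%), total counts (6.92%) and both filters (5.85% and 5.89%) no longer differ. Nor do all 4 groups in one fit (11.3%) and the settings without D2201 (5.93%) and D3207 (6.25%). DESeq2, limma voom, RLE factors, both other thresholds and the other 18 settings with 1 tadpole left out do. With rise and fall exchanged, the likelihood ratio test (6.73%) and all 4 groups in one fit (8.73%) no longer differ from 8.3%. The exact test (2.99%), total counts (0.136%), both filters (3.51% and 3.54%) and DESeq2 (13.9%) then differ. With the tadpoles grouped by the treatment fields, the exact test shared 6.80% of the genes that were lower, within 1.5 times of the paper's 8.3%. As the directions stand, no other setting with a share comes that near to either value. With rise and fall exchanged, no setting by these fields does. The exact test's 6.80% then stands against 10.5%, and its 3.96% for genes that were higher against 8.3%.

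By animal code, 1.81% of the genes that were higher and 2.03% of those that were lower were called only in colonized tadpoles (2.03% and 1.81% with rise and fall exchanged), and the paper's values for upregulated and downregulated genes are 9.6% and 8.3%. With all 4 groups in one fit the values were 4.95% and 5.64%. As the directions stand, only the 5.64% no longer differs from the paper's 8.3%. With rise and fall exchanged, 5.64% stands against 9.6% and 4.95% against 8.3%, and both differ. Apart from the likelihood ratio test in that fit, given in the next paragraph, no other alternative was run for these shares.

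The likelihood ratio test with all 4 groups in one fit, chosen after seeing the values, gave all 6 of the paper's percents, at the 1 decimal that the paper prints, once rise and fall were exchanged: 10.5% shared, 79.9% only in depleted and 9.61% only in colonized tadpoles for genes that were lower in warm tadpoles, and 8.34%, 83.3% and 8.34% for genes that were higher. As the directions stand, 0 of the 6 are equal.

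On direction, Fig. 2A shows the gene with the smallest p in colonized tadpoles, read by eye, as strongly upregulated in response to heat. By animal code AB205_0110080, which shared the smallest adjusted p with AB205_0165580 and had the larger change, was lower in warm colonized tadpoles, with a log2 fold change of −4.88. In the ranking of comparisons, the paper gives the largest number of genes to warm against cool among all tadpoles. By animal code this held in 9 of 11 settings, and not with total counts (1534 against 1591 genes in depleted tadpoles) or an absolute log2 fold change over 1 (616 against 708).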

Other observations

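The grouping by animal code and all tests given here were chosen after the values had been seen, except the splits of the tadpoles by the treatment fields, the reassignment of colonization labels for the ratio of called genes and for the genes called for the interaction, and the tests of depth, spread between tadpoles and single tadpoles for that ratio.

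The treatment fields and the animal codes of 10 tadpoles disagree. A candidate explanation is that the fields of 2 groups were interchanged, warm colonized and cool depleted. The PCoA of the counts was compared with the points of Fig. 1A, read by eye. Each of the 20 points lay within 0.00450 of a tadpole of the PCoA here (median 0.00227), and 20 of 20 points had the group that the animal code gives, against 10 of 20 for the treatment fields. This fits the codes as the grouping used in Fig. 1A. It does not show which record gives the treatment that the tadpoles received.

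The directions of Fig. 2 are exchanged against those found here. Once rise and fall were exchanged, the likelihood ratio test with all 4 groups in one fit gave 6 of 6 percents of Fig. 2C,D. These were equal at the 1 decimal that the paper prints. Fold changes taken as cool over warm are a candidate explanation, but the match restates the exchange and does not test that explanation. An exchange of 22 and 32 in the codes, the fields and Fig. 1A alike cannot be told apart from it, because these records give the same temperature for 10 tadpoles and no record made independently of them was used. In the 10 tadpoles on which fields and codes agree, warm depleted against cool colonized, edgeR's quasi-likelihood test called 28 genes, 9 higher and 19 lower in warm tadpoles. AB205_0110080 had a log2 fold change of −4.19 there (standard error 0.42, adjusted p = 0.00596 by the same edgeR test).

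Whether other splits of the tadpoles give as many called genes was counted over 100 splits, the real one included. By animal code, 1 of 100 splits gave as many genes between warm and cool tadpoles, as did 1 of 100 within colonized tadpoles and 1 of 100 within depleted tadpoles, so chance can be excluded for these. The highest other counts were 902, 3 and 111. By the treatment fields, the same holds for depleted against colonized tadpoles (1 of 100). For the comparisons with 0 called genes, 100 of 100 splits gave as many: depleted against colonized tadpoles by animal code, and the 3 comparisons of warm with cool tadpoles by the treatment fields. For these, the number of genes at an unadjusted p under 0.05 was reached by 31 of 100 splits for the 451 genes over all tadpoles, by 6 of 100 for the 995 genes in colonized and by 18 of 100 for the 623 genes in depleted tadpoles by the treatment fields.

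More genes were called in depleted than in colonized tadpoles by animal code, with a ratio of 21.5. Chance is not excluded, since 23 of 100 reassignments of the colonization label within temperature gave a ratio as far from 1 in either direction, 23 of 100 with the likelihood ratio test in one fit, and 20 of 100 gave as large a difference in the size of the response. Of 100 reassignments by the treatment fields, 13 gave a difference in that size as large as the one of −0.37. A larger spread between colonized tadpoles cannot be told apart from a difference in the response. The biological coefficient of variation was 0.847 in colonized and 0.863 in depleted tadpoles, a difference of −0.0156 with a jackknife standard error of 0.0359, and the ratio fell to 6.20 when all groups shared one estimate of the spread. Deeper sequencing of depleted tadpoles is argued against. With every library thinned to 11102195 counts, the ratio had a median of 21.8 over 5 thinnings (17.6 to 24.8). A single atypical tadpole does not account for the sign of the difference, because the lowest ratio with any 1 tadpole left out was 8.02, without D3207. It changes the size, as the ratio moved by over 1.5 times without each of 17 of 20 tadpoles and reached 119.3 without C3207. TMM factors had a median of 0.708 in cool depleted tadpoles, against 1.16 in cool colonized, 1.14 in warm colonized and 1.20 in warm depleted ones. The comparison within depleted tadpoles therefore leans more on the scaling. The ratio was 99.4 with total counts and 20.1 with RLE factors. A difference in the response between colonization groups stays open beside chance and the spread between tadpoles. The quasi-likelihood test by the treatment fields gave no ratio, and other tools gave ratios under 1, up to 0.532 with the exact test.

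The cool colonized tadpole C2206 was nearer to the cool depleted tadpoles than to its own group, with a mean Bray–Curtis distance of 0.242 against 0.330 and a mean correlation of log2 CPM of 0.775 against 0.759. An exchange with a cool depleted tadpole cannot be told apart from a single wrong label or an individual difference. Although 0 of the 5 cool depleted tadpoles were nearest to the cool colonized ones, only 2 of the 5 cool colonized tadpoles were nearest to their own group by Bray–Curtis distance and 0 by correlation, so an exchanged tadpole need not be either. D2209 was nearest to the warm colonized ones in Bray–Curtis distance (0.209 against 0.239), as was the cool colonized tadpole C2201 (0.213 against 0.274). The 10 most abundant genes are argued against as the source, because without them the distance of C2206 to the cool depleted tadpoles was 0.242, against 0.329 to its own group. A single wrong label, or an individual difference between tadpoles, was not tested. Being nearest to another group was not rare, since 12 of 20 tadpoles lay nearest to their own group by Bray–Curtis distance and 11 of 20 by correlation.

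By animal code, the comparison that the treatment fields give as warm against cool in colonized tadpoles is depleted against colonized in cool tadpoles, and the one they give in depleted tadpoles is depleted against colonized in warm tadpoles. Read in this way, edgeR's quasi-likelihood test called 0 genes in cool tadpoles (995 at an unadjusted p under 0.05) and 0 in warm tadpoles (623). The likelihood ratio test called 127 and 8, DESeq2 350 and 139, the exact test 171 and 91, and limma voom 17 and 0. The paper does not report this comparison.

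Among the 1889 genes called between warm and cool tadpoles by animal code, 109 had a count of 0 in at least 1 library. Of the 72 called genes with an absolute log2 fold change over 5, 70 had such a count. In 62 of these genes all 10 warm or all 10 cool tadpoles were at 0, and the size of the fitted fold change of these 62 depends on the prior count.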
